A study of Mus musculus with 2 samples. Its data were reported in "Single-cell stabilization method identifies gonadotrope transcriptional dynamics and pituitary cell type heterogeneity" (2018).

How the data were processed

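Poly(A) RNA of acutely dissociated primary mouse pituitary cells was measured in 2 samples, one stabilized in RNA-Best and the other in RNAlater. Samples were grouped by the stabilizer named in the labels, with 1 library per group. Per the study's description, RNA was extracted with an Agilent kit, libraries were prepared with the Illumina TruSeq mRNA protocol, and both were pooled at equal concentration and sequenced as single reads.

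The authors deposited 1 table of reads counted per gene with featureCounts, with 47069 Ensembl genes and 1 column for each library. The values are estimated counts that were not normalized: 35.4% of the RNA-Best values above 0 and 34.9% of the RNAlater values were not whole numbers, so the authors' counting divided some reads between features. The option used was not stated. Genes with a fractional value held 67.2% of the RNA-Best counts and 61.7% of the RNAlater counts, so levels of genes with near-identical copies, pseudogenes or overlapping neighbours are uncertain. For the cell line data of the same study, the authors aligned reads with STAR to the mouse assembly GRCm38 with GENCODE annotation. Whether the same steps and strand setting were used for the pituitary libraries was not stated. No row named an item other than a gene. The study states that ERCC spike-in controls were added, but the deposited counts held none, so they were not used here.

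Gene symbols, types, coordinates, transcript lengths and transcript GC were taken from GENCODE M21 on GRCm38. Of the 47069 identifiers, 46488 (98.8%) matched, and the 581 others held 0.0803% of the RNA-Best and 0.0804% of the RNAlater counts. Each gene was given the length and GC of its longest annotated transcript. The transcript actually expressed can be shorter.

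Counts were scaled to CPM by the total of each library, 53915047 in RNA-Best and 44917492 in RNAlater. Log2 ratios of RNA-Best to RNAlater used a pseudocount of 0.5 CPM and genes with a mean of at least 1 CPM, and correlations used a pseudocount of 1 CPM as in the study's methods. The pseudocount understates the ratio of weakly expressed genes. With 1 library per group there were no residual degrees of freedom, so the linear model used by the study on other samples was not applied, and no p-value is given. The design had assumed whole counts, and the fractions in the table required rounding. Estimated counts were rounded to whole numbers for exact conditional binomial intervals of ratios (computed without the pseudocount), for thinning, and for the scaling factors of edgeR 4.0.16 (TMM) and DESeq2 1.42.0 in R 4.3.3. The level of intervals was 95%. The robust SD was 1.4826 times the median absolute deviation. The value from counting error alone came from 100 simulated pairs drawn as Poisson counts from the pooled proportions of both libraries, and 100 Poisson redraws of the observed counts gave the width against which changes in a value were judged. Thinning to equal depth, meaning an equal total count unless stated otherwise, drew reads of the deeper library binomially, 100 times. A count of 0 allows up to 3 counts, which is 0.0556 CPM in RNA-Best and 0.0668 CPM in RNAlater.

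The 22 gene lists covered hormone subunits, immediate-early, house-keeping and heat-shock genes, mitochondrially encoded mRNAs, ribosomal proteins, the respiratory chain, histones, nuclear-retained RNAs, Y-linked genes, proliferation genes, erythroid genes, and markers of endocrine and other pituitary cells. A list needed at least 3 genes with a mean of 1 CPM. Random lists took for each member 1 of the 200 genes outside the list nearest in mean expression, 10000 times. Members of a list can vary together, which random lists do not copy. The lists overlap in part: 6 of the 7 hormone genes are also markers of an endocrine cell type, and 3 of the 18 house-keeping genes are ribosomal protein genes. Genes were named by a fixed rule: the 7 hormone subunit genes, 4 immediate-early genes and the house-keeping genes of the study (1 of which is not reported here), the 5 most abundant genes, the 5 highest and 5 lowest ratios among genes with a mean of at least 10 CPM, the ends of each list, and sex-linked genes. CT010467.1, Lars2, mt-Rnr1, mt-Rnr2, Hba-a1, Hba-a2, Hspa1a and Hspa1b fell outside this rule and were chosen after their values were seen. The groups, tests, gene lists, naming rule and most alternatives were fixed before the data were examined. Those chosen later are named as such in the closing section.

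Trends of the log2 ratio on length or GC were fitted by LOWESS with a span of 0.2 in statsmodels 0.14.6, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The steps were tested on simulated data of the same genes and depths. In simulated counts of RNA-Best against RNAlater, with 16480 genes tested, all of 200 planted 4-fold changes were recovered as at least 2-fold and no unchanged gene passed 2-fold. Over 10460 genes, a planted slope of -0.8 on log10 length was recovered as -0.788, a list lowered by 0.5 fell below every random list, and 3% of 100 unshifted lists lay outside the central 95% of random lists.

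Alternatives covered the scaling, the filter on low levels, the pseudocount, the fold limit, the detection limit, equal depth, the measure of spread and mitochondrially encoded genes, and those added later covered the matching of random lists, equal depth outside the 2 most abundant genes, the gene types, the measure of length and removal of the length trend.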

Results

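Bulk RNA-seq was performed on 2 samples of primary mouse pituitary cells. The pituitary is the gland below the brain whose endocrine cells secrete growth hormone, prolactin, the gonadotropins, thyrotropin and corticotropin. Whole glands of female C57BL/6 mice were dissociated with enzymes, and each sample held 500000 to 700000 cells taken from 5 pituitaries. The cells of one sample were placed at once in RNA-Best, a stabilization buffer meant to keep both the RNA and the intact single cell. The cells of the other were placed in RNAlater, a widely used RNA stabilizer that served as the reference and does not keep single cells intact. Each group had 1 library, so no difference reported here has a replicate check, and no test between the stabilizers was run. A difference between the libraries can come from the stabilizer, from the cells of each sample or from the preparation of the library. The RNA-Best library held 53915047 counts in genes and the RNAlater library 44917492, a ratio of 1.20. The intervals given are 95% intervals and cover counting error only, since reads copied by PCR are not independent molecules.

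The main comparison asked whether transcript levels in RNA-Best matched those in the reference reagent. Counts were scaled by the total of each library to CPM and converted to log2(CPM + 1). Across the 29238 genes with any count in either library, the Pearson correlation was 0.990 and the Spearman correlation 0.972. Genes are not independent replicates, so no p-value was attached. Simulated pairs of libraries of the same depths that differed by counting error alone reached a mean Pearson correlation of 0.999 and a mean Spearman correlation of 0.991. The Pearson value moved most when genes with a mean below 10 CPM were left out, to 0.936 over 10497 genes.

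**Figure D1:**
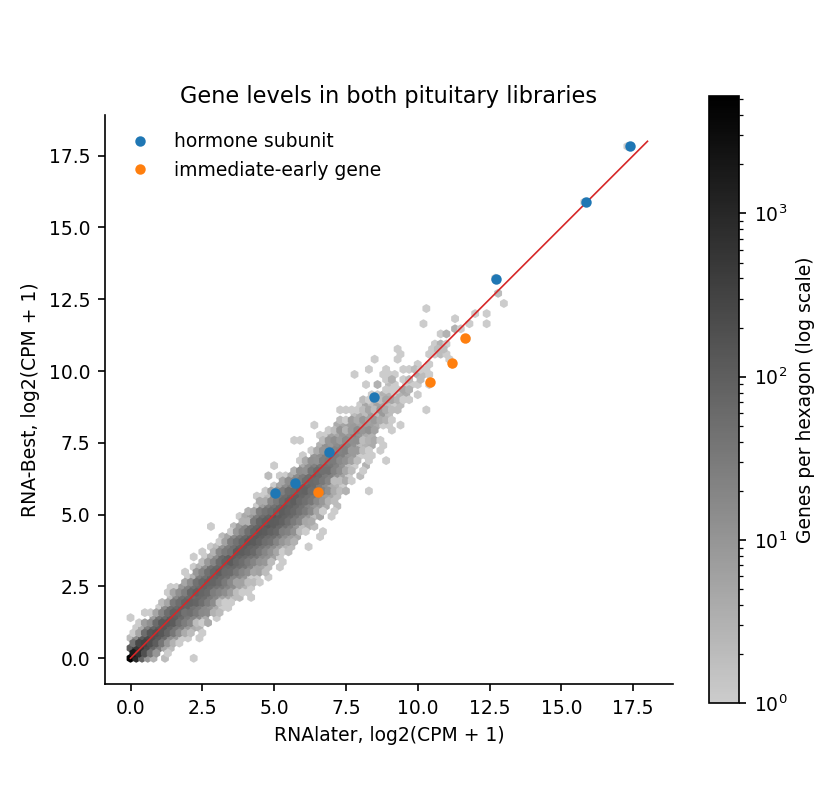
Levels of 29238 genes in the RNAlater library (x axis) and the RNA-Best library (y axis), both as log2(CPM + 1), with 1 library per axis; grey hexagons give the number of genes on a log scale, coloured points are 7 hormone subunit genes and 4 immediate-early genes, and the line marks equal levels. The Pearson correlation was 0.990, the hormone genes lay on or above the line, and the immediate-early genes lay below it.

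The spread of single genes exceeded counting error. Among the 10497 genes with a mean of at least 10 CPM, the robust SD of the log2 ratio of RNA-Best to RNAlater was 0.43, against 0.046 in the simulated pairs. A plain SD gave 0.47. The median log2 ratio of the 16504 genes with a mean of at least 1 CPM was -0.18. Other scalings moved this median by 0.16 (TMM), 0.17 (DESeq2 size factors) and 0.12 (total count without the 2 most abundant genes), so levels of genes and lists are also given relative to the median of all genes.

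By a fixed rule of size, 45 of the 16504 genes were at least 2-fold higher in RNA-Best and 824 were at least 2-fold lower, on ratios with 0.5 CPM added. The counting interval lay wholly beyond 2-fold for 28 of the higher and 569 of the lower genes. In the simulated pairs no gene passed 2-fold in either direction. Genes higher in RNA-Best made up 5.18% of these 2-fold differences under CPM, 20.1% under TMM, 21.8% under DESeq2 size factors and 13.4% without the 2 most abundant genes. The corresponding counts were 110 higher and 438 lower, 118 and 423, and 83 and 536. At a 4-fold limit, 1 gene was higher and 9 were lower. The lower genes had long transcripts, with a median length of 6.88 kb against 3.09 kb for all genes, and 721 of the 824 exceeded 4 kb. The median length of the 45 higher genes was 0.394 kb. Of these 45 genes, 15 were protein-coding and 5 had whole counts in both libraries, against 800 and 494 of the 824 lower genes. Levels of most of the higher genes are thus uncertain, since their reads were divided with other genes.

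Detection was compared because a stabilizer that loses RNA would lower the number of genes seen. At least 10 reads were counted for 20524 genes in RNA-Best and 20189 in RNAlater, and 19608 genes reached this level in both. Of the others, 916 reached it in RNA-Best only and 581 in RNAlater only. A count of 0 in the other library was found for 57 of these genes. After the deeper RNA-Best library was thinned to the total count of the other, 20103 genes (mean of 100 draws, SD 11.7 over draws) reached 10 reads, against 20239 in RNAlater by whole counts. The difference at this limit thus changed sign at equal total, while that at 1 read did not (26559 against 26309 genes). Equal totals left RNA-Best fewer counts outside the 2 most abundant genes, which took a larger share there. With the counts outside these genes made equal instead, RNA-Best had 95.2 more genes with 10 reads (mean of 100 draws, SD 10.6). At least 1 CPM was reached by 16328 genes in RNA-Best and 16591 in RNAlater, whereas at least 1 read was seen for 26696 and 26112.

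The 2 most abundant genes in each library were those of prolactin (Prl) and growth hormone (Gh). Together they took 29.7% of the counts in RNA-Best (exact Clopper-Pearson interval 29.66% to 29.68%) and 23.2% in RNAlater (23.16% to 23.18%). The 100 most abundant genes took 45.5% (45.50% to 45.52%) and 38.7% (38.70% to 38.73%), and 82 genes were shared by both lists of 100. Without mitochondrially encoded genes the shares of the top 2 were 30.4% and 23.7%. Genes of the mitochondrial genome took 2.44% of the counts in RNA-Best (2.438% to 2.446%) and 2.37% in RNAlater (2.367% to 2.376%). Of the 13 mitochondrially encoded mRNAs, 1 had whole counts in both libraries. Reads divided with other genes thus make these mitochondrial shares more uncertain than the intervals show. Genes annotated as rRNA took 0.461% (0.459% to 0.463%) and 0.133% (0.132% to 0.134%), and nearly all of these counts fell in 1 gene whose values hold fractions of reads.

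The study also compared the representation of chromosomes. Over the 19 autosomes and chromosome X, the percentage of annotated genes with at least 1 read lay between 45.1% and 70.4% in either library. It was higher in RNA-Best on 17 of the 20 chromosomes, and the largest difference was 2.88 percentage points, on chromosome 3 (56.7% against 53.8%). At equal total the largest difference was 1.86 points, again on chromosome 3, and 14 of 20 chromosomes were higher in RNA-Best. With a limit of 10 reads it was 1.53 points, on chromosome 8. These values concern genes detected, and shares of counts differed more. Chromosome 13, which carries Prl, took 25.4% of the counts in RNA-Best and 19.3% in RNAlater. Of the other autosomes and chromosome X, only chromosome 9 took more in RNA-Best (4.21% against 4.16%).

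Transcript length and GC content were compared because the study examined coverage by length class and GC. A length, taken from the longest annotated transcript, was found for 99.6% of the 16504 genes. The ratio of RNA-Best to RNAlater fell at each step in length. The median log2 ratio was 0.28 for 2089 genes of up to 1 kb, 0.07 for 1-2 kb, -0.09 for 2-3 kb, -0.22 for 3-4 kb, -0.40 for 4-6 kb, -0.65 for 6-10 kb and -0.90 for 373 genes over 10 kb. The shortest and longest classes differed by 1.18, against 0.00 in the simulated pairs. Genes at least 2-fold lower in RNA-Best made up 0.287% of the shortest class and 42.4% of the longest. Spearman's rho between the log2 ratio and length was -0.638 across genes. It moved most, to -0.428, when the median length of a gene's annotated transcripts replaced the longest.

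Exonic GC alone was weakly related to the ratio, with a rho of -0.0676 across genes and medians from -0.13 in the lowest quintile to -0.22 in the highest. Within quintiles of GC the rho with length ranged from -0.517 to -0.728. The difference between GC quintiles depended on length. Among genes over 10 kb the median fell from -0.52 in the lowest GC quintile (115 genes) to -1.36 in the highest (36 genes), while among genes of up to 1 kb all 5 medians lay between 0.20 and 0.39.

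**Figure D2:**
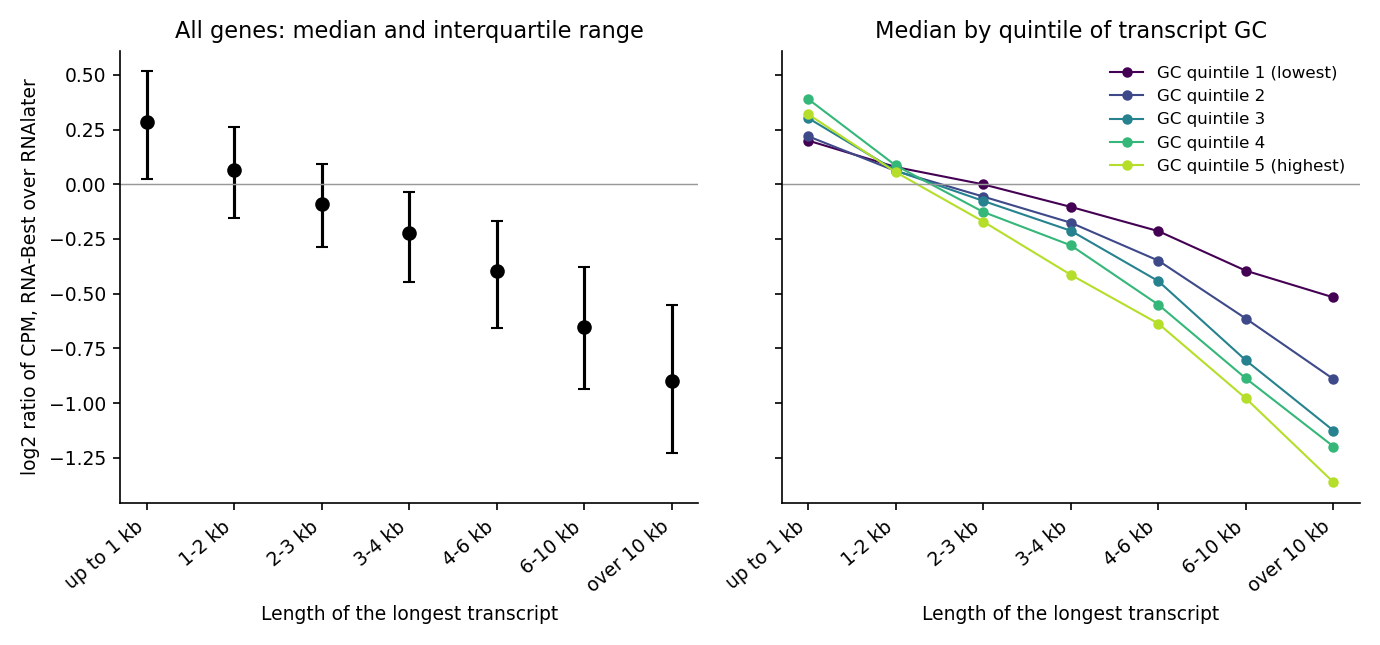
Log2 ratio of CPM in RNA-Best over RNAlater (y axis) by class of transcript length in kb (x axis), for genes with a mean of at least 1 CPM in 1 library per stabilizer. On the left, points are medians and bars interquartile ranges over genes, falling from 0.28 to -0.90; on the right, lines are medians within quintiles of transcript GC, spread from -0.52 to -1.36 in the longest class.

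The hormone genes are the products by which pituitary cell types are known. All 7 subunit genes were higher in RNA-Best by CPM and under the other 3 scalings, and 2 of the 7 had whole counts in both libraries. Prl (ENSMUSG00000021342.13, chromosome 13, 27057570-27065205, GRCm38) was counted at 235654 CPM in RNA-Best and 172302 CPM in RNAlater, a log2 ratio of 0.45 (interval 0.45 to 0.45). Gh (ENSMUSG00000020713.6, chromosome 11, 106300271-106301865) differed least, at 61040 and 59379 CPM and a log2 ratio of 0.04 (0.04 to 0.04). Tshb, which encodes the thyrotropin beta subunit, differed most, at 52.9 and 31.6 CPM and 0.73 (0.65 to 0.83). The log2 ratios of the others were 0.48 for Pomc, 0.60 for Cga, 0.27 for Lhb and 0.36 for Fshb. Relative to the median of all genes, the median of the 7 was 0.63 higher. It lay at the 98.6th percentile of 10000 random lists of the same size matched on mean expression, and at the 74.6th percentile when the lists were matched on transcript length as well. With length and GC matched it lay at the 97.3rd percentile, and with all 3 at the 94.0th.

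Immediate-early genes were examined because the study follows their rapid responses and the dissociation of tissue can induce them. Fos (ENSMUSG00000021250.13, chromosome 12, 85473890-85477273) had 2256 CPM in RNA-Best and 3213 CPM in RNAlater, a log2 ratio of -0.51 (-0.52 to -0.50). Egr1 (ENSMUSG00000038418.7, chromosome 18, 34859823-34864984) had 1234 and 2353 CPM, a log2 ratio of -0.93 (-0.95 to -0.92). The log2 ratio was -0.79 for Fosb and -0.75 for Egr2. Of 30 immediate-early genes tested, 29 were lower in RNA-Best, and 24 or 25 under the other scalings. The list median was -0.36 relative to all genes, below every one of the 10000 random lists under each matching tried. The ends of the list were Nr4a3, at -1.15 (-1.20 to -1.11), and Rgs2, at 0.11 (0.09 to 0.14).

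House-keeping genes measured in the study were higher in RNA-Best, with log2 ratios of 0.55 for Eef1a1 (ENSMUSG00000037742.14), 0.36 for H2afz and 0.62 for Rps25. In a wider list of 18 house-keeping genes the direction was mixed, with 10 higher and 8 lower. Rpl13a stood at 0.998 and Polr2a, which has a transcript of 6740 bases, at -1.53. The list median was 0.30 above that of all genes, at the 97.7th percentile of expression-matched lists and the 88.8th with length matched too. The authors' counting could divide reads of such genes with their pseudogenes, and 1 of 83 ribosomal protein genes had whole counts in both libraries, so these levels are uncertain.

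**Figure D3:**
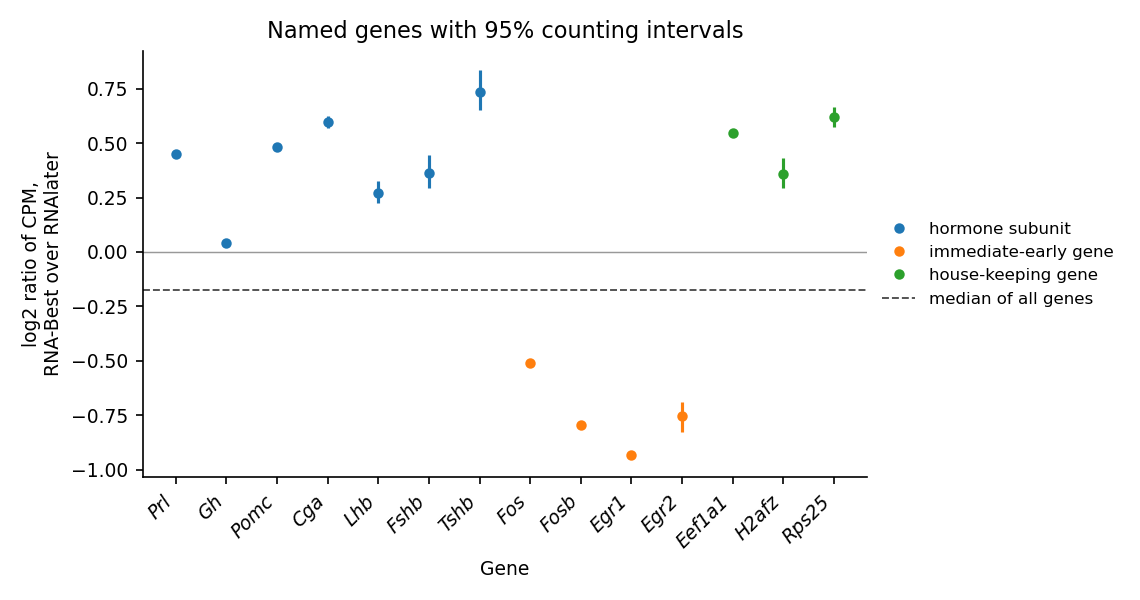
Log2 ratio of CPM in RNA-Best over RNAlater (y axis) for 7 hormone subunit genes, 4 immediate-early genes and 3 house-keeping genes (x axis), from 1 library each; bars are 95% counting intervals, the solid line marks equal CPM and the dashed line the median of all genes, -0.18. The immediate-early genes lay between -0.93 and -0.51, below the dashed line, and the other genes lay between 0.04 and 0.73; each gene kept its direction under the other scalings.

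In all, 21 gene lists with at least 3 genes tested were compared with random lists, and 12 had a median outside the central 95% of expression-matched lists, where 1.05 would be so by chance for unrelated lists. With length matched as well, 10 were outside, and 8 were outside under each of the 4 matchings tried. These percentiles describe the libraries at hand and are no test of the stabilizers. Relative to all genes, ribosomal protein mRNAs were 0.73 higher (82 of 83 higher in CPM, the exception being Rps26 at -0.02, within counting error of 0 and positive under the other 3 scalings) and mRNAs of the nuclear-encoded respiratory chain 0.58 higher (71 of 72, the exception being Ndufs1, which changed sign under the other 3 scalings). Both lay above every random list under each matching. Erythroid genes, 4 of the 5 being globin genes, were 0.97 higher (99.9th percentile) and replication-dependent histones 0.36 higher (above 99.99% of lists, but at the 95.9th percentile with length matched). Heat-shock genes were -0.13 relative to all genes, at the 2.16th percentile and, with length matched, the 4.05th. Of these, the near-identical Hspa1a and Hspa1b share reads, and their summed log2 ratio was -0.56.

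Markers of 4 kinds of non-endocrine cells were lower in RNA-Best relative to all genes. Endothelial markers had a relative median of -0.69 (9 of 10 lower in CPM), pericyte and fibroblast markers -0.75 (10 of 10, with Ogn changing sign under TMM and DESeq2 size factors), posterior lobe markers -0.65 (8 of 8) and stem and folliculostellate markers -0.37 (8 of 9). Below the median of all genes lay 7 endothelial, 8 pericyte and fibroblast, 8 posterior lobe and 6 stem and folliculostellate markers. All 4 lists lay at or under the 1.70th percentile of expression-matched lists. Macrophage markers lay within the range of random lists, at 0.08 and the 71.2nd percentile, with 5 of 10 lower in CPM, and at 0.48 when only markers with a mean of at least 10 CPM were kept. The lists of endocrine cell types also lay within that range, with relative medians of -0.09 for somatotropes, 0.09 for lactotropes, 0.07 for corticotropes and melanotropes, 0.18 for gonadotropes and 0.05 for thyrotropes. Proliferation genes stood at -0.03. Mitochondrially encoded mRNAs stood at 0.21 and nuclear-retained long RNAs at 0.16, both within the range of expression-matched lists. With length matched as well, the mitochondrially encoded mRNAs fell to the 0.21st percentile, but they lay at the 12.2nd with length and GC matched and the 5.57th with expression, length and GC matched. Since 1 of these 13 mRNAs had whole counts in both libraries, their level is uncertain. The nuclear-retained RNAs lay above every random list matched on expression and length.

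**Figure D4:**
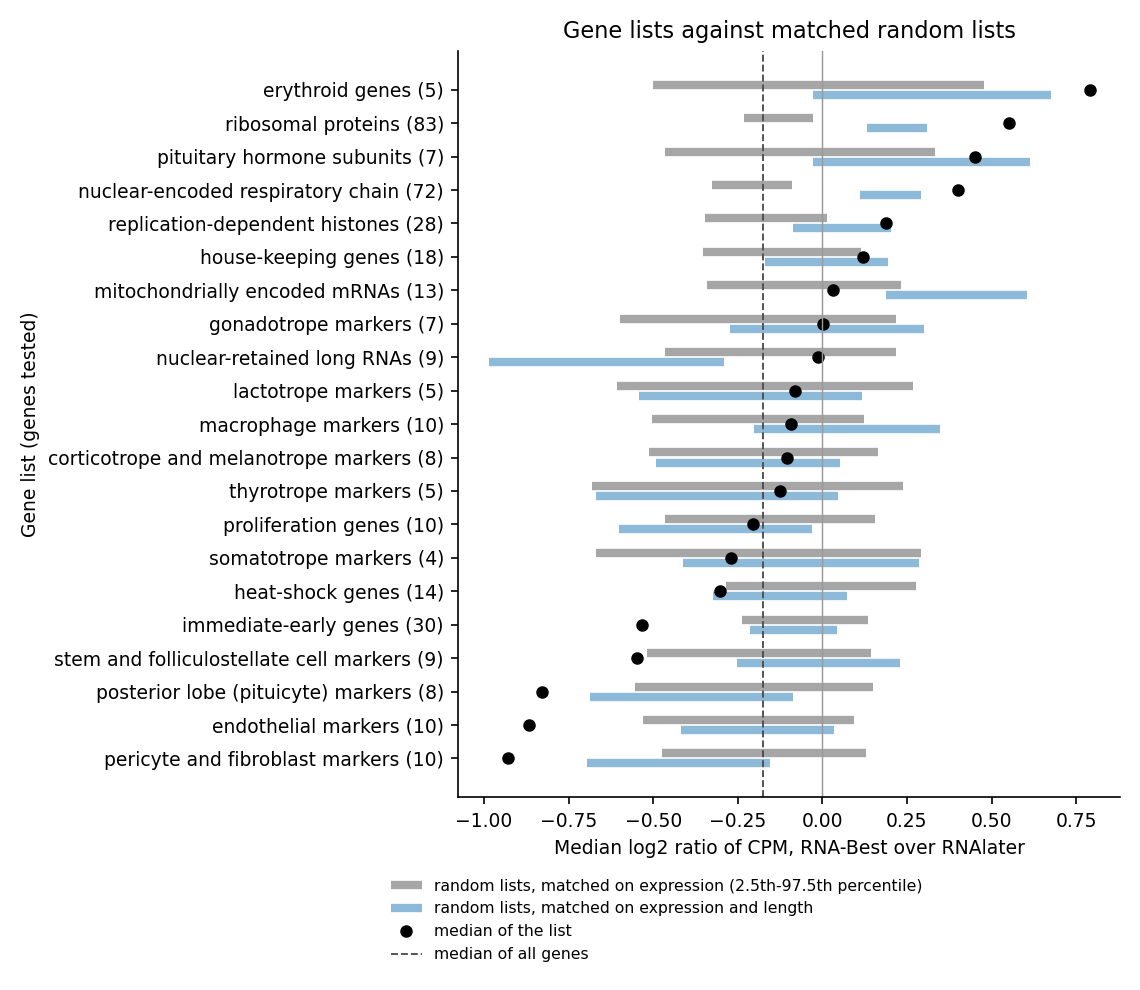
Median log2 ratio of CPM in RNA-Best over RNAlater (x axis) for 21 gene lists (y axis, number of genes tested in brackets), as black points; bars span the central 95% of 10000 random lists matched on expression (grey) or on expression and length (blue), and the dashed line is the median of all genes. Ribosomal protein and respiratory chain lists lay to the right of both bars, and immediate-early, endothelial, pericyte and fibroblast, posterior lobe and stem cell lists lay to the left of both.

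Among genes with a mean of at least 10 CPM, the lowest ratios were those of Hspg2, Myh9, Erg, Grik3 and Plec. Hspg2 (ENSMUSG00000028763.17, chromosome 4, 137468769-137570630) encodes the basement membrane protein perlecan and has a transcript of 14187 bases. It had 16.9 CPM in RNA-Best and 98.9 CPM in RNAlater, a log2 ratio of -2.52 (-2.66 to -2.45). The highest ratios were those of the beta-globin genes Hbb-bt (2.02, interval 1.99 to 2.06) and Hbb-bs (1.94, 1.92 to 1.97), followed by Gm24245, Gm24270 and Gm10800. The globin genes share reads, and their summed log2 ratio was 1.98. The counts of the 3 Gm genes held fractions of reads and are likewise uncertain. By the mean CPM of both libraries, the most abundant genes after Prl, Gh and Pomc were mt-Co1 (-0.15) and Chgb (-0.12). The ratios of mt-Co1 and Chgb changed sign under TMM and DESeq2 size factors.

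Sex-linked genes were read as a check of the female samples. Xist, the RNA of the inactive X chromosome, was counted at 515 CPM in RNA-Best and 555 CPM in RNAlater, and its ratio changed sign under the other 3 scalings. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 6.29 counts in RNA-Best and 7.83 in RNAlater, too few to test as a list.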

Values the study reported

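In averaged single-cell RNA-seq of the LβT2 gonadotrope cell line, which was not analysed here, the study reported correlations between fresh and RNA-Best-stabilized cells in the range 0.97 to 0.99. Within one method, vehicle-treated and GnRH-treated cells correlated above 0.99. By quantitative PCR of the same cell line, basal and GnRH-induced Fos and Egr1 did not differ significantly between RNA-Best-stabilized and fresh cells. These results come from other samples and other assays than the pituitary libraries.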

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

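The alternatives chosen only after the data were seen were the random lists matched on length or GC, the restriction to protein-coding genes or to genes with whole counts, the median transcript length, removal of the length trend, and equal depth outside the 2 most abundant genes. No paired analysis was possible because each group had 1 library and the labels give no replicate numbers. The cause of a change was not tested unless one is given.

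Of 8 alternatives for the Pearson correlation, 7 moved it beyond counting error: 0.988 with a pseudocount of 0.1 CPM, 0.985 with 5 CPM, 0.993 over all listed genes, 0.973 over genes with a mean of at least 1 CPM, 0.936 with at least 10 CPM, 0.99026 without the 2 most abundant genes in the total, and 0.9893 at equal depth (1 draw). Filters that drop weakly expressed genes narrow the range of levels, which lowers a correlation. The plain SD of log2 ratios was 0.47.

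Scaling moved the centre of the ratios. The median of all genes was -0.0148 under TMM, -0.0036 under DESeq2 size factors and -0.0568 without the 2 most abundant genes in the total. The genes at least 2-fold higher then numbered 110, 118 and 83, and those lower 438, 423 and 536, in the same order. The lower genes numbered 519 with a pseudocount of 2 CPM, which shrinks the ratios of weak genes. With the length trend removed and the median set to 0, 96 genes were lower and 44 higher. Part of this fall in lower genes goes with the shifted median, since DESeq2 size factors alone gave 423. At a 4-fold limit 1 gene was higher and 9 were lower. Of 20 alternatives for these counts, 10 stayed within 1.5 times.

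Detection depended on the limit. The difference of RNA-Best minus RNAlater was 584 genes at 1 read and reversed to -263 at 1 CPM. At equal total it was 249.91 at 1 read, the reverse of that at 10 reads. With equal depth outside the 2 most abundant genes, the difference at 10 reads was 95.18, also the reverse, since this thinning leaves RNA-Best more counts in other genes. The largest difference in genes detected per chromosome was 1.53 percentage points at 10 reads and 1.28 at equal depth with 10 reads. Without mitochondrially encoded genes the top 2 genes took 30.4% and 23.7%, as the totals were smaller. The top 100 took 44.8% and 37.9%, since 10 and 11 of the 100 were mitochondrially encoded. A count of 0 allows up to 0.0556 CPM in RNA-Best and 0.0668 CPM in RNAlater.

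The rho with length was -0.631 under TMM, -0.630 under DESeq2 size factors, -0.633 without the 2 most abundant genes, -0.698 for genes with a mean of at least 10 CPM, -0.619 for protein-coding genes, -0.604 for genes with whole counts and -0.428 with the median transcript length. The difference between the shortest and longest class was 1.36, 1.23, 1.13 and 0.78 under the last 4 of these. The rho with GC was -0.0481 with at least 10 CPM and -0.0848 for protein-coding genes. The direction of the length trend held under all of these.

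Of 125 values of list medians relative to all genes, 24 moved beyond counting error. A change of sign was found for 2 others, both within counting error: thyrotrope markers at -0.0054 with a mean of at least 10 CPM and proliferation genes at 0.0394 with a pseudocount of 2 CPM. Under TMM, DESeq2 size factors and the total without the 2 most abundant genes, hormone subunits stood at 0.64 (0.640, 0.640 and 0.636). Under TMM and DESeq2 size factors, immediate-early genes stood at -0.34 and -0.34, and heat-shock genes at -0.11 and -0.11. With a mean of at least 10 CPM the values were 0.64 for hormone subunits, -0.11 for heat-shock genes, 0.22 for mitochondrially encoded mRNAs, 0.74 for ribosomal proteins, 0.27 for histones, -0.77 for endothelial and 0.48 for macrophage markers. With a pseudocount of 0.1 CPM hormone subunits stood at 0.64. With 2 CPM the values were 0.60 for hormone subunits, -0.38 for immediate-early genes, -0.15 for heat-shock genes, 0.18 for mitochondrially encoded mRNAs, 0.69 for ribosomal proteins, 0.54 for the respiratory chain, 0.29 for histones, 0.93 for erythroid genes and -0.55 for posterior lobe markers.

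Of 63 percentiles under other matchings, 11 came inside the central 95% of random lists and 4 went outside it. Hormone subunits lay at 74.58 with expression and length matched, 97.27 with length and GC, and 94.01 with all 3. House-keeping genes lay at 88.76, 97.12 and 88.2, and histones at 95.86, 67.66 and 97.39, in that order. Heat-shock genes lay at 4.05 and 7.47 under the first pair and stayed outside, at 2.44, with all 3 matched. Mitochondrially encoded mRNAs went outside at 0.21 with expression and length matched but not under the other matchings (12.23 and 5.57), and nuclear-retained RNAs at 100, 100 and 99.98.

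Of 207 values of single genes under other scalings, 16 changed sign. Of these, 3 belong to Rps26, which was within counting error of 0 by CPM and stood at 0.15, 0.17 and 0.11 under TMM, DESeq2 size factors and the total without the 2 most abundant genes. The other 13 reversed a difference beyond counting error. Under TMM and DESeq2 size factors the log2 ratio was 0.0263 and 0.0380 for mt-Co1, 0.0502 and 0.0620 for Chgb, 0.0503 and 0.0619 for Ndufs1, 0.0063 and 0.0177 for Ogn, and 0.0635 and 0.0753 for Xist. Without the 2 most abundant genes in the total it was 0.0047 for Chgb, 0.0051 for Ndufs1 and 0.0180 for Xist. Each of these genes lay close to the median of all genes, which these scalings shift.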

Other observations

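The tests on transcript length, GC, gene span and shared reads, apart from those on the overall spread of ratios, were chosen after the patterns they bear on had been seen. The tests on beta-globin, on rRNA and on the length of respiratory chain mRNAs were chosen only after their results were seen. With 1 library per stabilizer, an effect of the stabilizer cannot be separated from a difference in the cells or library preparation of each sample. The only biological explanation tested was more red-cell RNA for beta-globin, and that test could not decide it.

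The correlation of 0.990 went with a steady fall of the ratio along transcript length. Removing a smooth trend on length took away 34.9% of the robust SD of log2 ratios in excess of counting error (53.1% of the excess variance), and removing one on GC took away 0.575% of the excess SD (1.04% of the variance). GC alone is thus excluded as the main source of the spread, but it added to length: the partial rho with GC given length was -0.247, and removing both trends took away 40.2% of the excess SD (59.5% of the variance). The rho with length stayed at -0.459 given the span of the gene, which argues against unspliced RNA, and at -0.604 among genes with whole counts, which argues against shared reads. It was -0.636 at equal depth, but thinning leaves the expected ratios as they are and so could not test library size. A candidate explanation is a loss of long transcripts in one preparation, through breakage of RNA before poly(A) selection or a difference in fragment size. All 9 nuclear-retained long RNAs tested, with a median length of 9.16 kb, lay above the length trend, by a median of 0.62. A loss by length alone does not cover these RNAs at their longest annotated length. Shorter expressed transcripts would bring them closer to the trend and were not tested for this list. The study compared read coverage along transcripts of each length class in these libraries and described their read characteristics as comparable. Position along the transcript was not analysed here, so which library departs from the cells stays open. The robust SD left after the length trend was 0.29, and after both 0.27, against 0.046 from counting.

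The median of all genes lay below 0, and Prl and Gh took more of the RNA-Best counts. Scaling without these genes brought the median to -0.0568, close to but not within the limit of 0.05 set for this explanation, so whether they account for all of the shift cannot be told apart from a broader change in composition. Library size as the reason for the difference in detection was also left open: at equal total the difference of 330 genes became -136.27, a change of sign that neither outcome set in advance covers. With equal depth outside Prl and Gh, an alternative chosen after the data were seen, it was 95.18, so the sign at equal total rests on the share these genes take.

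Immediate-early genes were lower in RNA-Best, with a median relative to all genes of -0.36, and of -0.344 under TMM. Their median was at percentile 0 of expression-matched lists, so the overall spread between the libraries does not account for it. It was also at percentile 0 with length matched, with length and GC matched, and with expression, length and GC matched. These properties are thus excluded as the whole cause. One possible explanation is that transcription stopped sooner or cells were handled for a shorter time in the RNA-Best sample. A difference in cell mix or in the time between dissociation and storage stays equally open, and none of these was tested. In replicated quantitative PCR of a gonadotrope cell line, the study found no significant difference in Fos or Egr1 between RNA-Best and fresh cells. The cells, the assay and the reference there differ from those here.

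Markers of non-endocrine cells were lower than length predicts. With expression and length matched, the percentile was 0 for endothelial, 0.05 for pericyte and fibroblast and 0.28 for posterior lobe markers, and with GC matched as well it was 0, 0.5 and 0.08. Stem and folliculostellate markers were below every list in both matchings. Macrophage markers went both ways, with 5 of 10 lower and a median at the 10.3rd percentile with length matched, which leaves open whether they share this fall. A smaller share of vascular, stromal and posterior lobe cells in the RNA-Best sample may explain the pattern, and so may a poorer recovery of RNA from these cells. The markers in these lists were not checked against other cell types of the gland.

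Short mRNAs of some functional classes stood above their length. Ribosomal protein mRNAs were at percentile 100 with length matched and at 100 with expression, length and GC matched, that is, above all 10000 random lists. Since 1 of 83 of these genes had whole counts, the division of reads with pseudogenes could contribute, and it was not excluded for this list. For the respiratory chain, also at percentile 100 with length matched, the 25 members with whole counts lay at percentile 99.94, which argues against shared reads. The hormone subunits, in contrast, were at percentile 74.58 with expression and length matched, 97.27 with length and GC, and 94.01 with all 3. Length was not excluded for them, but 6 of the 7 lay above the length trend, with a median of 0.32 over it, so how much of their higher level goes with length stays open. Tshb, whose longest annotated transcript has 4396 bases, lay 1.09 above the trend at that length. A shorter expressed transcript would make this excess smaller.

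Beta-globin and rRNA were also higher in RNA-Best. The summed beta-globin genes exceeded their length trend by 1.72, which argues against length. They also rose by 1.19 more than the summed alpha-globin genes (log2 ratios 1.98 and 0.79). More red-cell RNA stays open. Besides the globin genes, Alas2 was the only erythroid gene tested, at 0.67, and the ratio of alpha to beta-globin in the red cells of these samples was not measured. The rRNA gene CT010467.1 (chromosome 17, 39846353-39848827) had 4608 CPM in RNA-Best and 1324 CPM in RNAlater, 1.80 above the length trend, which argues against length. The mitochondrial rRNAs mt-Rnr2 and mt-Rnr1 were higher by 0.65 and 0.48. Lars2 was higher by 1.45, and its counts hold fractions of reads. A less complete poly(A) selection in the RNA-Best library is a candidate explanation for the rRNA and was not tested.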
